A study of Homo sapiens with 6 samples. Its data were reported in "Pyrimethamine Restores KEAP1-Mediated Degradation of Select NRF2 Mutants in Esophageal Squamous Cell Carcinoma" (2026).

How the data were processed

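RNA was sequenced from KYSE70, an established human esophageal squamous cell carcinoma (ESCC) cell line that carries a mutant NFE2L2 gene, and from NRF2null-KYSE70, a line grown from a single clone of KYSE70 after CRISPR-Cas9 cutting of NFE2L2. NFE2L2 encodes the transcription factor NRF2. Each line had 3 libraries of untreated cells, named replicates in the labels, so 6 libraries were compared in 2 groups of 3. Because NRF2null-KYSE70 came from 1 clone, its libraries measured at most the spread of culture and library preparation and not the spread between clones. Whether the replicates came from separate cultures was not stated. A difference between the groups was therefore a difference between this clone and its parental line.

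The authors aligned quality-filtered reads with STAR to hg38, counted reads per gene with featureCounts and normalized the counts with DESeq2. Their methods name a RefSeq annotation, whereas the table listed 58884 genes by Ensembl identifier with a symbol beside each. Whether the counting used strand, and how reads with several alignments were treated, was not stated. The deposited values were a signal in normalized counts, that is, read counts per gene divided by 1 size factor per library. The columns carried the name of the cell line and no replicate number, so libraries are numbered here by their order in the table within each line. In the table, 273 genes had no symbol and 27 had a date in place of one. Positions came from GENCODE v44 on hg38, in which 58472 of the gene identifiers were found.

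Whole reads were recovered from the deposited normalized counts, because every value in a library was a whole multiple of the value of 1 read, which lay between 0.889 and 1.14. The share of values that came out whole was 100% in each library. The recovered totals were 63975313, 62394913 and 53940290 reads in KYSE70 and 59455298, 60958155 and 52072801 reads in NRF2null-KYSE70, so the deepest library held 1.23 times the reads of the shallowest. Size factors computed from these reads with DESeq2 matched the authors' scaling. A group whose libraries each held 3 reads or fewer for a gene was taken to be at the floor of detection. A fold change against such a group is given as a bound, computed with 3 reads in each of its libraries, and covers counting error only.

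Differential expression was tested with limma (lmFit and eBayes with a mean-variance trend) on log2(normalized count + 1), with the cell line as the only term. The test covered the 15994 genes with a mean normalized count of at least 10 over the 6 libraries. P-values were adjusted by the Benjamini-Hochberg method, and a gene passed the threshold at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the cut-offs the study used. Fold changes are NRF2null-KYSE70 over KYSE70 on the log2(normalized count + 1) scale, which understates the change of genes with few reads. Tests were two-sided.

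Gene sets were tested by pre-ranked enrichment (fgsea) on limma's moderated statistic, and p-values were adjusted over the 10 sets. This form of the test treats genes as independent, so camera and fry, which take account of correlation between genes, were run beside it. The human ESCC NRF2 target gene set, the basal layer gene set and the P63 target gene set took their gene names from the study's supplement, which listed its own fold changes beside the names, so these lists were not chosen blind to the result. No value was taken from it. Lists written from general knowledge covered core NRF2 targets, glutathione metabolism, pentose phosphate and NADPH enzymes, glycolysis, squamous differentiation, G1/S phase and G2/M phase. A list of 12 genes to be named was also written from general knowledge. The 9 markers were the proteins the study measured by Western blotting. All 426 symbols on the lists were found in the table. The genes named in the text are those 9 markers, those 12 genes except 1 that is not reported here, and the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 100 and no overlap between the groups. Other genes named were chosen after their values were seen. These lists, the tests of genes and gene sets and all alternatives but 2 were fixed before the data were examined. The comparison of chromosome arms, the removal of trends and the permutation tests were chosen after seeing the data.

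Alternatives were pseudocounts of 0.1 and 5, no filter and a filter at a mean of 50, quantile, TMM and total scaling, limma without the trend and with robust eBayes, DESeq2 and edgeR on the recovered reads, each library left out in turn, other thresholds, and other set tests. The alternatives chosen after seeing the data were subtraction of the median log2 fold change of each chromosome arm (arm-centring), and removal of genes at the floor in either line. Arm medians used protein-coding genes with a mean of at least 50 on arms with at least 20 such genes. Trends in GC content and gene length were removed with a loess surface fitted to the log2 fold changes. Tests with permutations drew 10000 of them. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0.

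The procedures were tested on simulated data made from the recovered reads, with 200 of 15994 genes changed by known large amounts and another 100, planted as a gene set, by a small one. limma, DESeq2 and edgeR each recovered 100% of the 200. False calls numbered 3 with limma, 0 with DESeq2 and 2 with edgeR among 15694 unchanged genes. The 200 genes had means of at least 100 and changes beyond the cut-off, so their recovery was likely from the start. Noise was independent between genes, and far fewer genes changed than in the data. Calls at low counts, shifts of whole chromosome arms and sets of correlated genes were therefore not tested by it. Reads of near-identical genes, such as the AKR1C, GSTM and CYP4F families, could be split between copies by the counting, and genes that overlap on opposite strands could share reads. Sequence variants were not analysed here, since the table holds no bases.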

Results

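RNA-seq measured gene expression in 2 human ESCC cell lines, parental KYSE70 and NRF2null-KYSE70, with 3 libraries each. Between 52072801 and 63975313 reads per library were assigned to genes. A read was found for 21756 to 22466 genes in each library. The 10 most abundant genes took between 4.65% and 4.92% of the reads. Across the tested genes, the Pearson correlation of log2 values lay between 0.989 and 0.991 for the 6 pairs of libraries of the same line and between 0.938 and 0.942 for the 9 pairs of different lines. Genes are not independent replicates, so no test was made of these correlations. In a chi-square comparison of reads over genes, every pair of libraries of the same line differed by more than sampling noise, with chi-square values per degree of freedom from 4.73 to 25.6. None of them was therefore treated as a repeat of another.

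The targeted gene, NFE2L2 (ENSG00000116044), was examined first as a check of the labels. It lies on chromosome 2 from 177218667 to 177392756 (hg38). The guide RNA of the clone, TATTTGACTTCAGTCAGCGA written as DNA, matched the minus strand of chromosome 2 from 177234191 to 177234210, next to the protospacer adjacent motif CGG. This site is in exon 2 of the canonical NFE2L2 transcript and within the coding sequence of 54 of the 55 coding transcripts in the annotation. The study reported a frameshift with an early stop codon in the clone. It also reported a faint, lighter NRF2 band there and shorter NFE2L2 transcripts, including a transcript that the guide misses. It states that NRF2 expression was not fully lost in these cells. NFE2L2 normalized counts were 9928 ± 102 (SD, n = 3) in KYSE70 and 6093 ± 318.8 (SD, n = 3) in NRF2null-KYSE70, or 61.4% of the parental level. The log2 fold change was -0.71 (SE 0.049, limma adjusted p = 9.37e-08). Each NRF2null-KYSE70 library was below each KYSE70 library, so the gene moved in the direction of the labels, with a considerable level of RNA left. Quantile normalization moved this value most, to -0.80. KEAP1, whose product binds NRF2 and marks it for degradation, lies on chromosome 19 from 10486125 to 10503558. Its normalized counts were 9834 ± 121 (SD, n = 3) in KYSE70 and 5729 ± 441 (SD, n = 3) in NRF2null-KYSE70. The log2 fold change was -0.78 (SE 0.056, limma adjusted p = 1.2e-07).

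The question of how far the transcriptome differed between the 2 lines was addressed over all tested genes. Of 15994 genes, 2344 (14.7%) passed the threshold, of which 1156 were higher and 1188 were lower in NRF2null-KYSE70. Without the cut-off on the fold change the count was 9206 (57.6%), and limma's treat test against an absolute log2 fold change of 1 gave 970. The median absolute log2 fold change of all tested genes was 0.36. On the recovered reads, DESeq2 called 2341 genes and edgeR called 2350, and with either test 2295 of these were among the 2344.

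**Figure D1:**
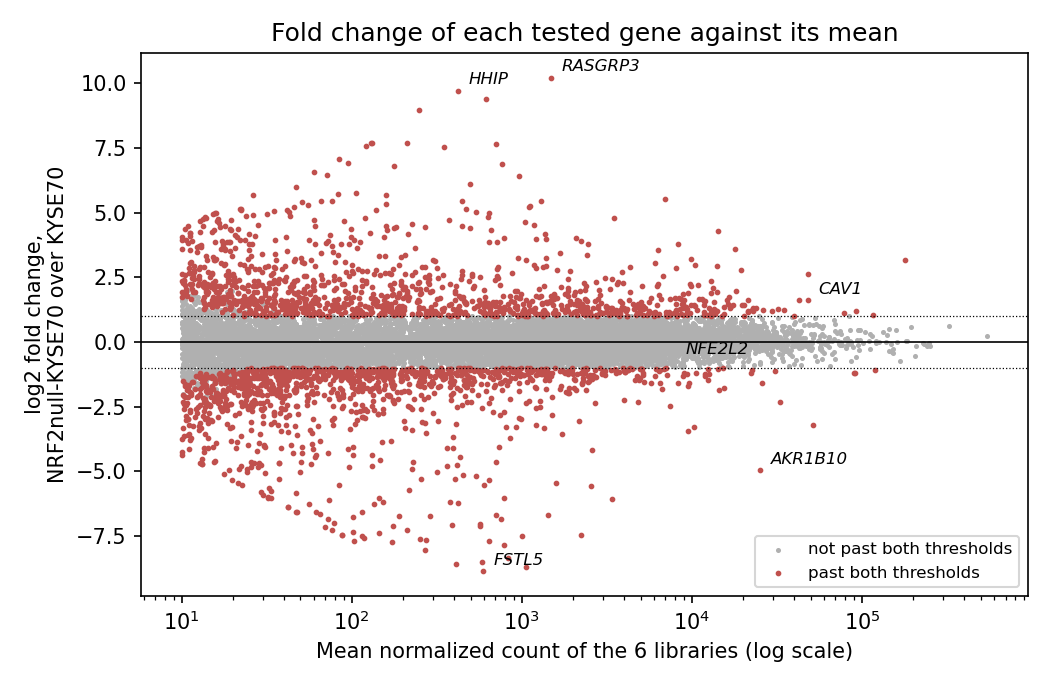
Log2 fold change of NRF2null-KYSE70 over KYSE70 (vertical axis) against the mean normalized count of the 6 libraries (horizontal axis, log scale) for each of the 15994 tested genes, with red points past both thresholds and dotted lines at log2 fold changes of -1 and 1. The 1156 genes higher and 1188 genes lower in NRF2null-KYSE70 lie at all levels of expression, and AKR1B10 stands out among abundant genes at -4.94.

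Several of the largest changes were in genes that had almost no reads in one of the lines. Among the rises, RASGRP3 had 2967 ± 251 normalized counts (SD, n = 3) in NRF2null-KYSE70 against 9 reads in all in the 3 KYSE70 libraries. Its log2 fold change ranged from 9.56 to 11.07 when each library was left out in turn, so its size rested on those few reads. HHIP was at least 297-fold, TXK at least 430-fold, DTX3L at least 176-fold and TMEM154 at least 90.6-fold higher in NRF2null-KYSE70, because each KYSE70 library held 3 reads or fewer for these genes. Among the falls, PLCB4 was at least 261-fold lower in NRF2null-KYSE70. FSTL5, TMX4, LIN7A and NUDT11 had 1185 ± 45.9, 2124 ± 104, 1163 ± 59.2 and 1658 ± 70.2 normalized counts (SD, n = 3) in KYSE70. In the 3 NRF2null-KYSE70 libraries together they had 8, 13, 9 and 13 reads. The limma adjusted p-values of these 10 genes lay between 1.2e-10 for TMX4 and 3.17e-08 for FSTL5. TMX4 and PLCB4 are on 20p, where the median log2 fold change of genes was -0.77, and LIN7A is on 12q, where it was -0.38. HHIP overlaps a gene on the other strand, and DTX3L overlaps PARP9, so reads of these pairs could be shared.

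Expression of NRF2 target genes was compared next, to show how the targets of the factor differed between the clone and its parental line. Of the 203 genes in the human ESCC NRF2 target gene set, 191 were tested. At a limma adjusted p under 0.05, 108 were lower and 44 were higher in NRF2null-KYSE70, and 40 and 7 of these, respectively, had an absolute log2 fold change of at least 1. Adjusted over the list alone, 109 were lower and 45 higher. The median log2 fold change was -0.24, also with the 2 genes at the floor in one line placed at their bound. The set was enriched among genes lower in NRF2null-KYSE70, with a normalized enrichment score of -2.56 (fgsea adjusted p = 1.42e-17). Camera with an estimated correlation between genes moved this result most, to an adjusted p of 0.0141. The 33 core NRF2 targets had a median log2 fold change of -0.78, with 27 lower and 3 higher over all genes tested and the same counts adjusted over the list alone. Their normalized enrichment score was -2.64 (fgsea adjusted p = 1.88e-11).

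The changes of single target genes were uneven. AKR1B10 (chromosome 7, 134527567 to 134541412) fell from 49009 ± 1031 to 1598 ± 124 normalized counts (SD, n = 3 per line), or 3.26% of the parental level (log2 fold change -4.94, SE 0.057, limma adjusted p = 2.67e-14). AKR1C1 (chromosome 10, 4963253 to 4983283) fell from 55199 ± 2434 to 11112 ± 1685 (SD, n = 3 per line), or 20.1%, although reads of near-identical family members may have been split by the counting. GCLC, the catalytic subunit of the enzyme that starts glutathione synthesis (chromosome 6, 53497341 to 53616970), fell to 33.5% of the parental level, with a log2 fold change of -1.58 (SE 0.052, limma adjusted p = 1.03e-10). NQO1 fell to 52.4%. GCLM, TXNRD1 and SLC7A11 retained 61.7%, 63.9% and 71.4% of the parental level. TXNRD1 is on 12q, and its log2 fold change of -0.65 became -0.27 after arm-centring. The window of about 40 neighbouring genes holding TXNRD1 had a median of -0.53, against -0.38 for the whole arm. Arm-centring therefore removed less than the local median here. For NQO1, GCLM, TXNRD1 and SLC7A11, the limma adjusted p-values ran from 1.43e-08 for NQO1 to 3.33e-05 for SLC7A11, and the libraries of the 2 lines did not overlap. HMOX1 went the other way, from 1279 ± 132 to 1564 ± 76.1 normalized counts (SD, n = 3 per line), with a log2 fold change of 0.29 (SE 0.081, limma adjusted p = 0.00779).

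**Figure D2:**
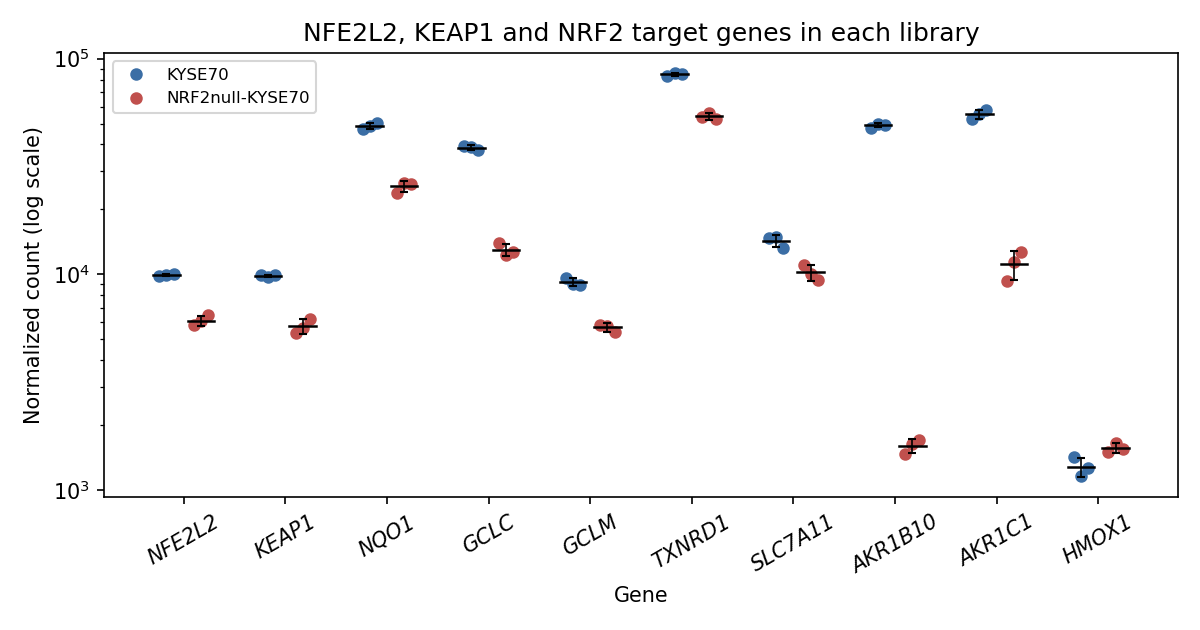
Normalized count (log scale) of NFE2L2, KEAP1 and 8 NRF2 target genes in each of the 3 KYSE70 libraries (blue points) and 3 NRF2null-KYSE70 libraries (red points), with the mean as a horizontal line and the SD as an error bar. All genes but HMOX1 were lower in every NRF2null-KYSE70 library, and AKR1B10 showed the deepest fall of the genes plotted, to 3.26% of its parental level.

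Metabolic gene lists were compared because the study profiled metabolites of the same pair of lines. Of 23 glutathione metabolism genes tested, 13 were lower and 4 were higher in NRF2null-KYSE70 at a limma adjusted p under 0.05, with the same counts adjusted over the list alone. The median log2 fold change was -0.48 and the normalized enrichment score -1.89 (fgsea adjusted p = 0.00463). Of 9 genes of the pentose phosphate pathway and NADPH production, 6 were lower and 2 higher by either adjustment. Their median log2 fold change was -0.54 and their normalized enrichment score -1.72 (fgsea adjusted p = 0.0183), which became 0.0588 after a trend in GC content and gene length was removed. For 20 glycolysis genes, 13 lower and 4 higher by either adjustment, the score of -1.54 did not pass the threshold (fgsea adjusted p = 0.0516). It passed under several alternatives, among them total scaling (0.0249). After the trend in GC content and gene length was removed, the glycolysis list had an fgsea adjusted p of 0.149. None of the glycolysis genes changed by an absolute log2 fold change of 1.

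**Figure D3:**
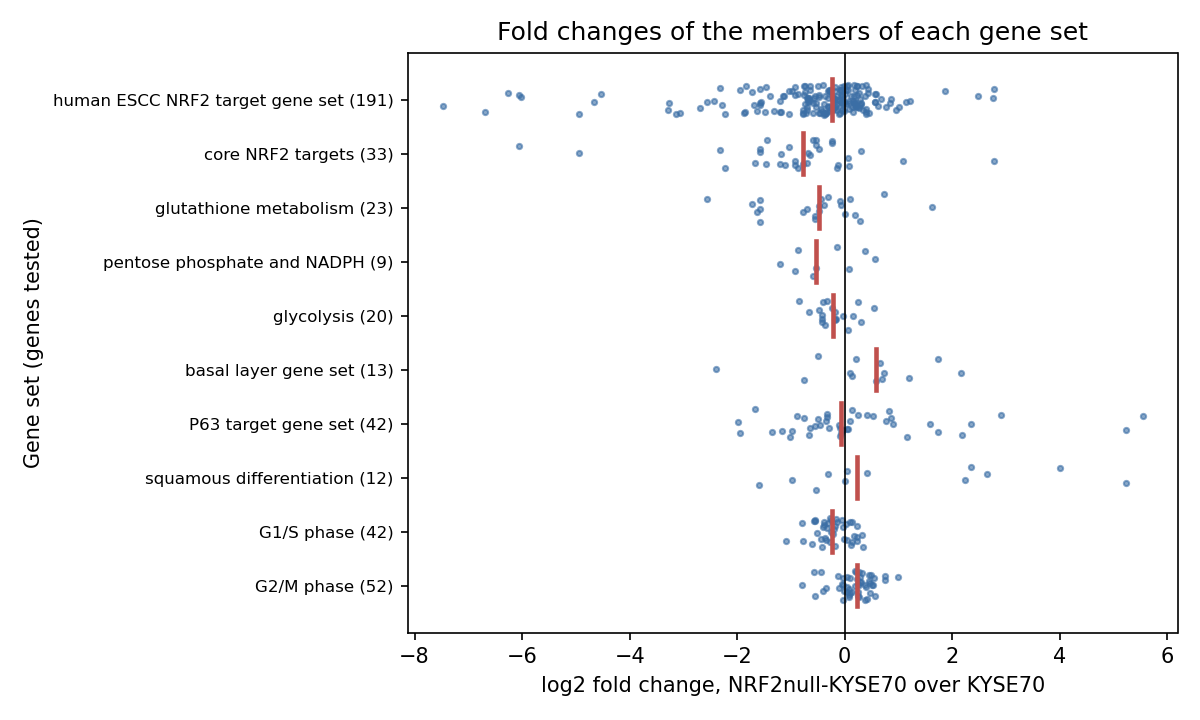
Log2 fold change of NRF2null-KYSE70 over KYSE70 for each tested member (blue points) of the 10 gene sets, with the number of genes tested in parentheses and the median of each set as a red line. The medians of the human ESCC NRF2 target gene set and the core NRF2 targets were -0.24 and -0.78, and members of both sets lay on either side of 0.

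The RNA of 9 markers of squamous differentiation, basal cells and NOTCH signalling was compared next. Their proteins had been examined by Western blotting in these lines. KRT1 was not tested, since 1 read was found for it in the 6 libraries together. The other 8 markers all had a limma adjusted p under 0.05, both over all genes tested and adjusted over the list alone, and 4 of them passed both thresholds. CAV1 (chromosome 7, 116524994 to 116561179) rose from 23902 ± 201 to 72693 ± 1443 normalized counts (SD, n = 3 per line), with a log2 fold change of 1.60 (SE 0.043, limma adjusted p = 1.71e-11). COL17A1 rose 2.31-fold (limma adjusted p = 2.4e-08). KRT14 and KRT4 rose from low levels. KRT14 went from 46.4 ± 17.5 to 156 ± 54.4 normalized counts and KRT4 from 29.8 ± 14.3 to 174 ± 18.8 (SD, n = 3 per line). Their limma adjusted p-values were 0.000316 and 3.3e-05. TP63 (chromosome 3, 189631389 to 189897276) fell from 26341 ± 904 to 13892 ± 302 normalized counts (SD, n = 3 per line), or 52.7% (log2 fold change -0.92, SE 0.045, limma adjusted p = 3.63e-09). PAX9 rose 1.52-fold (limma adjusted p = 0.00014). The rises of SOX2 and HES1 were small, with log2 fold changes of 0.15 and 0.15 and limma adjusted p-values of 0.0132 and 0.0427. Both genes are on 3q, where the median log2 fold change was 0.28. In windows of about 40 neighbouring genes, it was 0.626 in the window holding SOX2 and 0.15 in that holding HES1. After arm-centring, which subtracts the median of the whole arm, the values of SOX2 and HES1 were -0.13 and -0.13. Their calls were also lost under other scalings, such as total scaling (0.186 for SOX2 and 0.289 for HES1), and when single libraries were left out, such as KYSE70 library 2 (0.0537 for SOX2 and 0.146 for HES1).

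**Figure D4:**
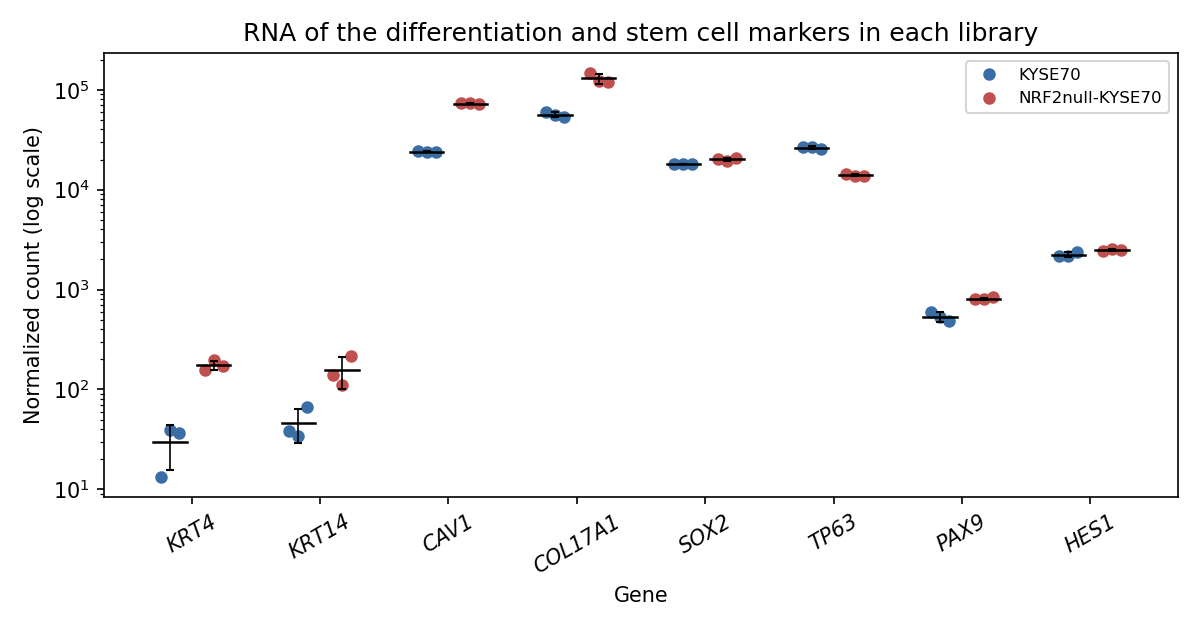
Normalized count (log scale) of 8 marker genes in each of the 3 KYSE70 libraries (blue points) and 3 NRF2null-KYSE70 libraries (red points), with the mean as a horizontal line and the SD as an error bar. TP63 was lower in every NRF2null-KYSE70 library and the other 7 genes were higher, with a difference of no more than 1.11-fold for SOX2 and HES1, which was reversed after arm-centring.

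Neither the basal layer gene set (13 genes tested, 3 lower and 8 higher) nor the P63 target gene set (42 tested, 12 lower and 13 higher) passed the threshold, with fgsea adjusted p-values of 0.142 and 0.067. Their median log2 fold changes were 0.58 and -0.08, and both enrichment scores were positive, a direction that camera reversed for the P63 target gene set. The squamous differentiation list was higher in NRF2null-KYSE70 (score 1.65, fgsea adjusted p = 0.0223), but only 12 of its 30 genes were expressed enough to be tested. Of these 12, 6 were higher and 2 were lower. In each of these 3 lists the counts were the same adjusted over the list alone. KLK5 and KLK6, chosen after their values were seen, had log2 fold changes of 5.23 and 4.00, whereas KRT13 had one of -1.60.

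Cell cycle genes were compared because the study measured the cell cycle by flow cytometry. Of 42 G1/S phase genes, 26 were lower and 7 higher in NRF2null-KYSE70 by either adjustment, with a median log2 fold change of -0.24 and a score of -1.94 (fgsea adjusted p = 0.00135). Of 52 G2/M phase genes, 30 were higher and 6 lower over all genes tested, and 30 and 7 adjusted over the list alone. Their median log2 fold change was 0.23 and their score 1.57 (fgsea adjusted p = 0.0223), a call that was lost under total scaling (0.0758) and quantile normalization (0.297). MKI67, a marker of proliferating cells, had 27862 ± 3711 normalized counts in KYSE70 and 29693 ± 5361 in NRF2null-KYSE70 (SD, n = 3 per line), a difference smaller than the spread between replicates (log2 fold change 0.09, SE 0.111, limma adjusted p = 0.535).

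Under fry, the 7 sets that passed the threshold in fgsea also passed it, and so did the other 3. Under camera with an estimated correlation, the human ESCC NRF2 target gene set was the only one of the 10 to pass.

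Neighbouring genes were compared last, a comparison chosen after seeing the data, since several named genes lay on chromosome arms whose median log2 fold change was away from 0. Over 11592 protein-coding genes on 41 arms, the median log2 fold change was -0.77 on 20p, -0.49 on 16p, -0.48 on 3p, -0.38 on 12q, -0.38 on 8p and -0.24 on 20q. It was 0.33 on 15q, 0.28 on 3q, 0.27 on 21q and 0.26 on 8q. When fold changes were permuted over the genes, each of these 10 arms had a p of 0.0001, the smallest that 10000 permutations can give, and an adjusted p over the arms of 0.00029. In all, 17 of the 41 arms had an adjusted permutation p under 0.05. The library medians of the 2 lines did not overlap on 33 of the 41 arms, where chance gives 10% for 3 libraries against 3. Arm-centring left 2180 genes past the threshold, 2032 of them among the 2344.

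**Figure D5:**
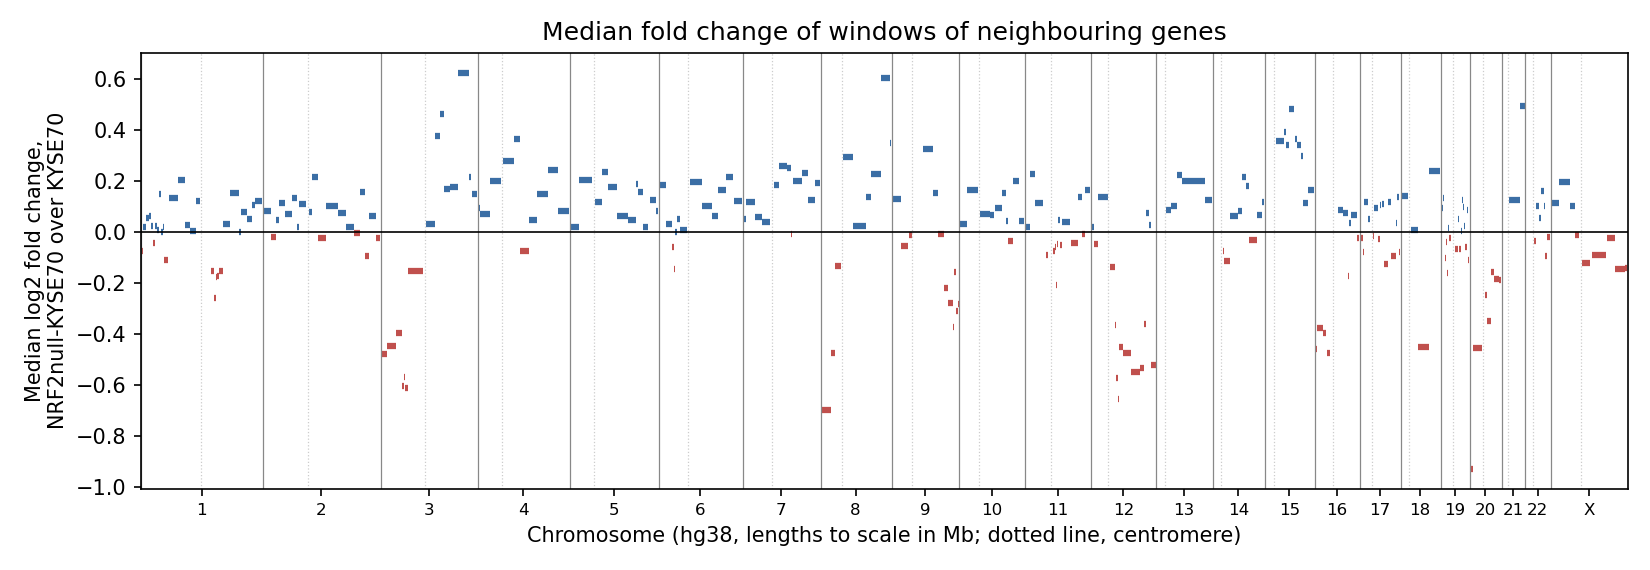
Median log2 fold change of NRF2null-KYSE70 over KYSE70 (vertical axis) of windows of about 40 neighbouring protein-coding genes along the chromosomes (horizontal axis, hg38 positions in Mb, dotted lines at centromeres), each window drawn over the span of its genes, with red below 0 and blue above 0. Runs of windows on one side of 0 are seen on 3p, 12q and 16p, with medians of -0.48, -0.38 and -0.49, and on 15q, with a median of 0.33.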

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

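The fall of NFE2L2 kept its direction and an adjusted p under 0.05 under all 19 alternatives run for it, with log2 fold changes from -0.80 to -0.67. The human ESCC NRF2 target gene set kept both under all 24 set alternatives, with adjusted p-values from 8.34e-21 to 0.0141. No paired analysis was possible because the table's columns carry no replicate numbers.

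The count of 2344 genes past the threshold stayed within 1.5 times under 19 of 22 alternatives. A filter at a mean of 50 gave 1511 genes, of which 727 were lower in NRF2null-KYSE70, with 13004 genes tested. Without the cut-off on the fold change there were 9206 genes, 4687 higher and 4519 lower, and the treat test gave 970, 541 higher and 429 lower. Without any filter 28451 genes were tested and 2858 passed, of which 2156 were among the 2344. Leaving out each library in turn gave from 2228 to 2346 genes. The share of lower genes among those past the threshold was 50.7%. It was 46.7% under quantile normalization and 55.9% under total scaling, so which direction held more genes depended on the processing. Total scaling shifted the fold changes by a median of -0.075 on the log2 scale.

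Results for the smaller sets depended more on the test. Camera with an estimated correlation gave adjusted p-values of 0.0615 for the core NRF2 targets, 0.211 for glutathione metabolism, 0.237 for the pentose phosphate and NADPH genes, 0.211 for squamous differentiation, 0.198 for G1/S phase and 0.198 for G2/M phase, so these calls were lost. The preset correlation of 0.01 lost squamous differentiation (0.0754) and called glycolysis (0.0164) and the basal layer gene set (0.0366). The P63 target gene set had its direction reversed by both forms of camera, at adjusted p-values of 0.876 and 0.862, and fry called it (0.00018), along with the basal layer gene set (0.000798) and glycolysis (0.00181). Ranking genes by log2 fold change lost glutathione metabolism (0.117), the pentose phosphate and NADPH genes (0.298), G1/S phase (0.186) and G2/M phase (0.226). Matching older symbols altered no list. The cause of these differences between tests was not tested. Over the 24 alternatives the adjusted p-values ranged from 3.04e-13 to 0.0615 for the core NRF2 targets, 0.000133 to 0.211 for glutathione metabolism, 0.000115 to 0.298 for the pentose phosphate and NADPH genes, 2.92e-05 to 0.211 for squamous differentiation, 2.1e-05 to 0.198 for G1/S phase, 0.000133 to 0.297 for G2/M phase, 0.000798 to 0.329 for the basal layer gene set and 0.00018 to 0.876 for the P63 target gene set.

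G2/M phase was also lost under quantile normalization (0.297), total scaling (0.0758) and limma without the trend (0.0548). Glycolysis, at 0.0516 in the report, crossed the threshold with a pseudocount of 0.1 (0.0458), quantile normalization (0.0174), TMM scaling (0.0459), total scaling (0.0249), robust eBayes (0.0498), arm-centring (0.0182) and removal of genes at the floor (0.0475). Over its 24 alternatives its adjusted p ranged from 0.00181 to 0.409. The cause was not tested. Across the 6 fits that each left out one library, glycolysis ranged from 0.0354 to 0.0821, passing without KYSE70 library 1 (0.0479), KYSE70 library 2 (0.0405) or NRF2null-KYSE70 library 1 (0.0354). The P63 target gene set ranged from 0.0288 to 0.0775, passing without KYSE70 library 1 or KYSE70 library 3 (0.0288 each).

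Between 6 and 8 of the 8 tested markers had an adjusted p under 0.05 under the 19 alternatives. SOX2 and HES1 accounted for the losses, with adjusted p-values from 0.00791 to 0.665 and from 0.0208 to 0.289. SOX2 was lost under quantile normalization (0.665), total scaling (0.186) and limma without the trend (0.0545), and without KYSE70 library 2 (0.0537) or NRF2null-KYSE70 library 3 (0.0593). HES1 was lost with no filter (0.0644), under quantile normalization (0.0844), TMM scaling (0.0562), total scaling (0.289), limma without the trend (0.0765) and DESeq2 (0.0507), and without KYSE70 library 1 (0.125), KYSE70 library 2 (0.146), NRF2null-KYSE70 library 2 (0.137) or NRF2null-KYSE70 library 3 (0.0852). Arm-centring, chosen after the data were seen, reversed both, to log2 fold changes of -0.134 for SOX2 and -0.13 for HES1. The median of 3q that it subtracts was larger than their rise. Their limma adjusted p-values were then 0.0241 and 0.0864, so SOX2 was called in the opposite direction. The count of 7 markers under arm-centring includes this SOX2 call. MKI67, whose adjusted p was not under 0.05, ranged from -0.058 to 0.186 across the fits that each left out one library. Its direction was reversed without KYSE70 library 3 (-0.004) and without NRF2null-KYSE70 library 1 (-0.058). Among single named genes, 15 values kept their direction but no longer had an adjusted p under 0.05. Another 4 values were reversed, whatever their adjusted p. The cut-off on the fold change does not enter these counts. TP63 crossed it under quantile normalization (-1.046) and arm-centring (-1.205), and NQO1 under quantile normalization (-1.03) and total scaling (-1.009).

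Depth limited the genes with almost no reads in one line, for which 3 reads per library set the bound on the fold change. KRT1 was not detectable at this depth, with 1 read in the 6 libraries together.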

Other observations

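The tests of arm medians by chance and by expression level, those of genes near 0 in one line and of the YAP/TAZ list against random lists, and the permutation of genes between the cell cycle lists were chosen after the patterns were seen.

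The number of genes past the threshold was compared between all 10 splits of the 6 libraries into 3 and 3. Only 1 of the 10 splits, the one by cell line, gave as many as 2344. The other 9 gave 0 genes, with 66 to 271 genes at an unadjusted p under 0.05, against 9893 for the split by cell line. With 10 splits the share can never be under 0.1, so the design is too small for this count to exclude chance. The pairs of libraries answer a narrower question. Chi-square values per degree of freedom were 212.76 to 284.39 for the 9 pairs of different lines. They were 4.73 to 25.64 for the 6 pairs of the same line. These values argue against the spread between libraries of a line as the source of the 2344 genes.

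Genes shifted together along chromosome arms. The SD of the 41 arm medians was 0.222 on the log2 scale. Permuting the fold changes over the genes gave a mean SD of 0.037 and at most 0.063 (p = 0.0001, the smallest that 10000 permutations can give), which argues against an arrangement by chance. After a smooth trend in GC content and gene length was removed, the SD was still 0.216, and with the 182 NRF2 target genes among them left out it was 0.221. Neither the trend nor the targets themselves therefore account for the shifts. A different copy number of arms, or of parts of them, in the clone remains a candidate explanation. It calls for weakly and strongly expressed genes of an arm to move together, and of the 14 arms whose more strongly expressed genes had an absolute median of at least 0.2, 14 had the same sign in their more weakly expressed genes. This count took no account of size. The medians of the more strongly and more weakly expressed genes were 0.24 and 0.01 on 4q, and -0.31 and -0.58 on 8p. Across the 41 arms, the Pearson correlation between these medians was 0.93. DNA was not measured, and neither a change made by the editing nor one already present in the cell that founded the clone was tested. The edit and the clone are the same libraries here, so an effect of NRF2 on neighbouring genes stays open as well.

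The fall of the human ESCC NRF2 target gene set was tested against the same trends. It stayed after arm-centring (normalized enrichment score -2.71, adjusted p = 8.34e-21) and after removal of the GC content and length trend (score -2.56, adjusted p = 4.25e-17), so neither accounts for it as a whole. The length and GC correction did move other sets, taking the pentose phosphate and NADPH genes from 0.0183 to 0.0588. A loss of NRF2 activity in the clone remains the biological hypothesis. It need not be complete, since the study found residual NRF2 expression there. With 1 clone it was not separated from other changes the clone carries. TCF4, the member with the deepest fall (log2 fold change -7.47), overlaps AC022031.2, one of 2 neighbouring long non-coding RNAs on 18q that also had almost no reads in the clone, so its fall may have the cause tested for those genes (neighbouring pairs, permutation p = 0.0003).

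Genes read in one line and near 0 in the other. A mean of at least 100 normalized counts in KYSE70 with 3 reads or fewer in each NRF2null-KYSE70 library was found for 19 genes, and the opposite for 10. Over the 19 genes, the level left in NRF2null-KYSE70 was 0.23% of that in KYSE70, and over the 10 genes the level in KYSE70 was 0.11% of that in NRF2null-KYSE70. This argues against cells of one line mixed into the libraries of the other beyond such shares. Among 11916 genes that could have qualified, the 19 formed 2 pairs of immediate neighbours that do not overlap, against a mean of 0.026 in permuted orders (permutation p = 0.0003). One pair was ROBO2 and ROBO1 on chromosome 3 (75906695 to 79767998), and the other was AC022031.2 and AC009271.1 on chromosome 18 (55589904 to 56026082). Loss of contiguous DNA may thus lie behind part of the pattern, but the test rests on 4 genes. ROBO1 and ROBO2 are related genes that could be silenced together, and the other 15 had no such neighbour. Among the 15, LINC00662 and AC006504.5 lie side by side on chromosome 19 (27681072 to 27984984). They overlap, so they were not counted as a pair. The 10 genes read in the clone and near 0 in KYSE70 include DTX3L, HHIP, TXK and TMEM154. Loss of these genes themselves from the clone is excluded, because they were selected for their reads there. An effect on these genes of DNA lost elsewhere was not tested. Whether a rare cell of KYSE70 already expressed them or they were switched on later was not tested. That the NRF2null-KYSE70 libraries come from another cell line cannot be told apart from divergence of a clone. The lowest Pearson correlation across genes between libraries of the 2 lines was 0.938, which sets no limit on either, and alleles in the reads were not analysed here.

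YAP/TAZ targets were higher in NRF2null-KYSE70. YAP and TAZ are transcriptional co-activators of the Hippo pathway. The list of 22 of their target genes was written after the values of most of its genes had been seen, and none of them is on the other lists. Of the 22, 19 were higher and 3 were lower at a limma adjusted p under 0.05, with a median log2 fold change of 1.33, also with the 1 gene at the floor in KYSE70 placed at its bound. CTGF had a log2 fold change of 6.87. CYR61 rose from 1125 ± 39.9 to 15440 ± 845 normalized counts and ANKRD1 from 1392 ± 133 to 27080 ± 210 (SD, n = 3 per line). RBMS3 went the other way, with a log2 fold change of -0.99. After arm-centring the median was 1.31, which argues against the arm shifts as the cause. Of 10000 random lists matched on mean expression, none reached the median of the list (permutation p = 0.0001, the smallest they can give). Because the list was picked for its genes, this share cannot decide whether the list stands out from a random one, and the pattern is a hypothesis for other clones. Culture density, which may alter these genes, was not stated for these libraries.

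G1/S phase genes were lower and G2/M phase genes higher in NRF2null-KYSE70, by a difference of 0.47 between the medians of the lists. Measured from the mean of the KYSE70 libraries, it was 0.43, 0.41 and 0.48 in the NRF2null-KYSE70 libraries. After arm-centring it was 0.42 (p = 0.0001, the smallest that 10000 permutations of the genes between the lists can give), which argues against the arm shifts as its cause. The study reported from flow cytometry that the cell cycle distribution of KYSE70 cells differed with NRF2 activation. It also reported slower growth of NRF2null-KYSE70 than of the parental line. Its text gives no direction for the phases. How far a different share of cells in each phase, or lower expression of replication genes, explains the RNA difference was not tested.

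The direction of RNA was set beside the direction of protein that the study describes for the markers in these lines. KRT1 was not tested. The study described its protein as higher in NRF2null-KYSE70, but only 1 KRT1 read was found in the 6 libraries, in a KYSE70 library. That protein change therefore had no counterpart in RNA at this depth. No direction of protein was used here for KRT4. Of the other markers, 6 moved the same way and 1 did not. SOX2 and HES1 are among the 6, but their small rises were reversed after arm-centring and their calls were lost under several alternatives, so their agreement is not settled. The exception was KRT14, whose RNA was higher in NRF2null-KYSE70 while its protein was described as lower. KRT14 RNA was low in both lines, at 46.4 and 156 normalized counts. No explanation was tested.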
